A study of Mus musculus with 3 samples. Its data were reported in "The tumor suppressor MIR139 is silenced by POLR2M to promote AML oncogenesis" (2021).

How the data were processed

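Guide RNA counts were analysed for 3 libraries: MLL-AF9-transformed WT cells 24 h after transduction or selection (the labels and the study describe this time differently), WT cells at 14 d and Mir139KO cells at 14 d. The groups were taken from the sample labels. Per the labels, the library was transduced at 500-fold coverage, puromycin was used at 1 µg/mL, guides were amplified from genomic DNA by nested PCR (20 cycles in the first round) and reads had 50 cycles.

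The deposited files hold raw read counts per guide, which the authors made by trimming vector sequence, aligning reads to the guide sequences of the GeCKO v2 library with HISAT2 without spliced alignment and on the forward strand only, and counting primary alignments with SAMtools. The sample labels give no versions of these tools. No genome build enters such counts, so positions of named genes are those of the GRCm38.p6 RefSeq annotation. The guide sequences were not used here, so the exon cut by a guide is not stated. Reads on no guide made up 17.1% (WT 24 h), 20.6% (WT 14 d) and 20.1% (Mir139KO 14 d) of all reads and were left out. A primary alignment of a read that matches several entries goes to one of them, so entries with the same sequence share reads.

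There were 125371 guides against 21791 gene symbols, including 1172 microRNA hairpins, and 1995 non-targeting entries under 998 numbers. For the 997 numbers listed in both sublibraries (A and B), the reads of the paired entries correlated at 0.98 to 0.99 (log2) and differed by no more than counting error (dispersion 0.98 to 1.02, against 46.96 or more for random pairs). Such entries were taken as a single sequence and summed.

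Reads were scaled to the mean total of reads on guides, 1 read was added, and the log2 ratio was taken per guide. A guide was counted where the compared libraries held at least 11 reads together. The score of a gene was the median over counted guides, for genes with at least 3. A gene met the guide rule with at least 5 guides at least 5-fold lower or higher (14 d against 24 h) or 10-fold (WT against Mir139KO). Chance numbers came from 1000 shuffles of guides over genes within a sublibrary and from random sets of 6 non-targeting guides. List medians have an interval from bootstrap draws of the list's genes (10000, or 1000 for olfactory receptors and microRNA genes) and a percentile among 10000 random gene lists of the same size matched on mean scaled reads in 20 bins, which describes these libraries and is not a test. These mean reads include the 14 d reads, so percentiles among lists matched on 24 h reads alone were computed as well. Shares have exact (Clopper-Pearson) 95% binomial intervals. A read count of 0 allows up to 3 reads, and medians with reads under 3 set to 3 were computed beside the others.

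The gene lists, the rules for counts and named genes and most of the other settings tried were set before the data were examined, and tests and settings chosen later are named as such where they are reported. Named were the genes the study discusses for this screen, the 8 most extreme genes by score per comparison and direction among those meeting the guide rule, and, in lists of at most 30 genes, up to the 3 lowest and 2 highest members. The text gives a part of these, and the same gene in other comparisons.

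Analyses used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Scaling factors of edgeR 4.0.16 (TMM) and DESeq2 1.42.0 (median of ratios) were computed in R 4.3.3 as alternatives. No count model was fitted, because each group holds 1 library. Other alternatives were no scaling, scaling to non-targeting guides or per sublibrary, other numbers of added reads, other read filters, each sublibrary alone, summed reads or the mean of guides, and other thresholds.

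The scripts were tested on simulated data, with 200 genes changed by known folds among guides that drifted like those against receptor genes. For WT at 14 d against 24 h, a log2 fold of -4 gave a median shift of -3.41 and met the rule in 84% of 50 genes, and -2 gave -1.80 and 38%. Of 21436 unchanged genes, 3.87% met it by drift. For WT against Mir139KO cells, -6 gave a shift of -5.70 and -4 gave -4.08, and of 21081 unchanged genes 37 met the rule as lower and 42 as higher by drift.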

Results

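The data collected were guide RNA read counts from a pooled loss-of-function CRISPR screen in mouse leukaemia cells. Haematopoietic stem and progenitor cells from wild-type (WT) or Mir139-deficient (Mir139KO) mice had been transformed with the fusion oncogene MLL-AF9 and transduced with the GeCKO v2 library, in which each cell receives Cas9 and a guide against a single gene. Guides against genes the cells need are lost from the culture as it expands. There were 3 libraries in 3 groups, namely WT cells at 24 h, WT cells at 14 d and Mir139KO cells at 14 d, with 1 library per group. No difference below has a replicate check, no p-value is given across genes or guides, and the guides of a gene are separate reagents and not replicates. The libraries held 20618126, 20331762 and 19628542 reads on guides, respectively. The median guide had 131 reads at 24 h and 31 reads in both 14 d libraries, and guides at 0 reads made up 0.0259% of the 127366 listed guides at 24 h, 22.2% in WT and 22.7% in Mir139KO cells at 14 d. Intervals of shares and floors of reads cover counting error only, since PCR reads without molecular identifiers are not independent molecules, and bootstrap intervals of lists cover the spread among their genes only.

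The Mir139 locus was examined first. Mir139, a microRNA gene at chromosome 7, 101475376 to 101475443 in the GRCm38.p6 annotation and inside the span of Pde2a, was targeted by 4 guides. They held 540 reads at 24 h, 250 reads in WT and 530 reads in Mir139KO cells at 14 d. Of the 3 guides with enough reads, 1 was at least 5-fold lower at 14 d in WT cells and 1 in Mir139KO cells. Guide reads do not measure the deletion, so these values do not check the genotype labels.

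Which genes WT MLL-AF9 cells need was addressed by comparing the WT library at 14 d with the 24 h library. Guides against the shared machinery of growth were strongly reduced. The 237 core fitness genes had a median log2 fold of -5.46 (bootstrap interval over genes -5.59 to -5.32), which is -3.47 relative to the median of all genes, and 141 of the 231 with at least 5 counted guides had at least 5 guides at least 5-fold lower. The median was -5.78 for the cytosolic ribosome (59 of 80 genes by this rule), -5.47 for the spliceosome (24 of 39), -5.43 for the proteasome (15 of 37), -5.21 for RNA polymerase II subunits (11 of 12), -5.06 for DNA replication (24 of 43) and -4.91 for tRNA synthetases (8 of 20). The mitochondrial ribosome had a median of -3.97 (23 of 74) and oxidative phosphorylation genes -2.66 (10 of 87). Each of these lists apart from oxidative phosphorylation lay at or below percentile 0.07 of 10000 random lists matched on reads, and oxidative phosphorylation lay at percentile 11.8, or 1.41 with lists matched on 24 h reads alone.

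Single genes with the lowest scores in WT cells included ribosome and metabolic genes. Tkt, a transketolase of the pentose phosphate pathway, had a median log2 fold of -7.64, and all 5 of its counted guides were lower. The folate enzyme gene Mthfd1 was at -7.42 with 6 of 6 guides, the tRNA-processing nuclease gene Elac2 at -7.42 with 5 of 5, and the ribosome genes Rpl13a and Rpl7 at -7.37 and -7.22. Grwd1 and Pes1, which act in ribosome assembly, were at -7.28 and -7.23, and Tmx2 was at -7.10. Many of these guides were at 0 or a few reads at 14 d, so the size of such values depends on the read added before the ratio. With reads under 3 set to the floor of 3 reads, Tkt was at -5.64, and the list medians were -4.19 for core fitness, -4.34 for the cytosolic ribosome, -3.49 for MLL-fusion cofactors and -4.55 for negative regulators of p53.

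Guides against some partners of the fusion oncoprotein were also lost. The 20 MLL-fusion cofactors had a median of -4.34 at percentile 0.15, with 6 of 19 genes by the guide rule. Men1 (chromosome 19, 6334979 to 6340894), which encodes the MLL-binding protein menin, lost 6 of 6 guides with a median of -6.30. The AF9 gene itself, Mllt3 (chromosome 4, 87769925 to 88033407), had 4 of 6 guides lower at -4.42, and Dot1l (chromosome 10, 80755101 to 80795461), the H3K79 methyltransferase gene, had 4 of 5 counted guides lower at -3.67. Mllt1, a paralogue of Mllt3, was at -6.49 and the transcription factor gene Myb at -6.01. The PRC2 list had a median of -2.09, close to the median of all genes, and its members differed, as Rbbp4 (chromosome 4, 129307100 to 129335370) was at -6.51 with 5 of 6 guides and Eed (chromosome 7, 89954654 to 89980976) at -2.70 with 3 of 6. The PRC1 list was at -1.87, histone deacetylases at -1.26 and myeloid regulators at -1.78.

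The 3 genes that the study named as miR-139 targets had a list median of -3.81 at percentile 31.7 of random lists, or 10.1 with lists matched on 24 h reads alone. The study also reported these genes from this screen, so the value is not independent of that report. Eif4g2 (chromosome 7, 111067985 to 111083030) had 5 of 6 guides lower at -3.81, Hpgd (chromosome 8, 56294552 to 56321046) had 5 of 6 at -4.04 and Ptprt (chromosome 2, 161521988 to 162661147) had 3 of 6 at -1.29. Genes of RNA polymerase II pausing and elongation were at -4.12, with 13 of 26 genes by the rule, among them Supt6 at -6.65 and Nelfb at -5.83. MicroRNA processing genes were at -4.003 with 4 of 12, including Ddx5 at -5.88, while Dgcr8 at -5.45 had 4 of 6 guides lower.

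The 4 negative regulators of p53 had a median of -6.07 at percentile 0.060, and 2 of the 4 met the guide rule, with Mdm2 at -5.94 (6 of 6 guides) and Mdm4 at -6.49 (5 of 6). Pro-survival genes were at -4.91, with Cflar at -6.97 and Mcl1 at -5.47. Pro-death genes were at -2.32, with 2 of 14 genes lower and 0 higher by the guide rule, and within them Pmaip1, a p53-induced BH3-only gene, was at 2.95 with 4 of 6 guides at least 5-fold higher, and Bcl2l11 was at 2.27 with 3 of 6. Growth restraint genes were at -1.44. Cytokine receptor and signalling genes were at -3.55, including Csf2rb at -6.56 and Jak2 at -5.91. Bag6 (chromosome 17, 35135156 to 35147321) was the only gene with at least 5 guides 5-fold higher under total-read scaling, with 6 of 6 guides and a median of 2.75.

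Lists of receptor, keratin and crystallin, lymphocyte and microRNA genes were set beside these as a comparison. Olfactory receptor genes had a median of -1.67, vomeronasal receptors -1.9999, keratins and crystallins -1.78, lymphocyte genes -1.54 and microRNA genes -2.20, against -1.996 for all 21626 scored genes and -0.47 for non-targeting guides. Their percentiles among random lists were 97.9, 59.8, 48.3, 84.6 and 100, in that order. With lists matched on 24 h reads alone, they were 100, 44.2, 69.1, 84.3 and 94.4. By the guide rule, 1865 of 19740 genes were lower, and 1000 shuffles of guides over genes gave a mean of 1326.1 genes (central 95% 1266 to 1385). Of the 996 counted non-targeting guides, 23.7% were at least 5-fold lower (exact binomial interval 21.1 to 26.5%), against 46.7% of guides on genes. The shuffled guides include those lost from required genes. The number expected from the share of receptor guides lost was 934, and from that of non-targeting guides 56.1, so the number due to chance depends on the reference. Non-targeting guides had more 24 h reads than guides on genes (median 250 against 136), and 56.1 was not matched on reads, so it may be too low. Setting reads under 3 to 3 gave 1481 genes. TMM and DESeq2 factors gave fewer still, and the count ran from 418 to 5371 over all settings tried. The shuffled mean above was made with total-read scaling and is no reference for those counts.

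**Figure D1:**
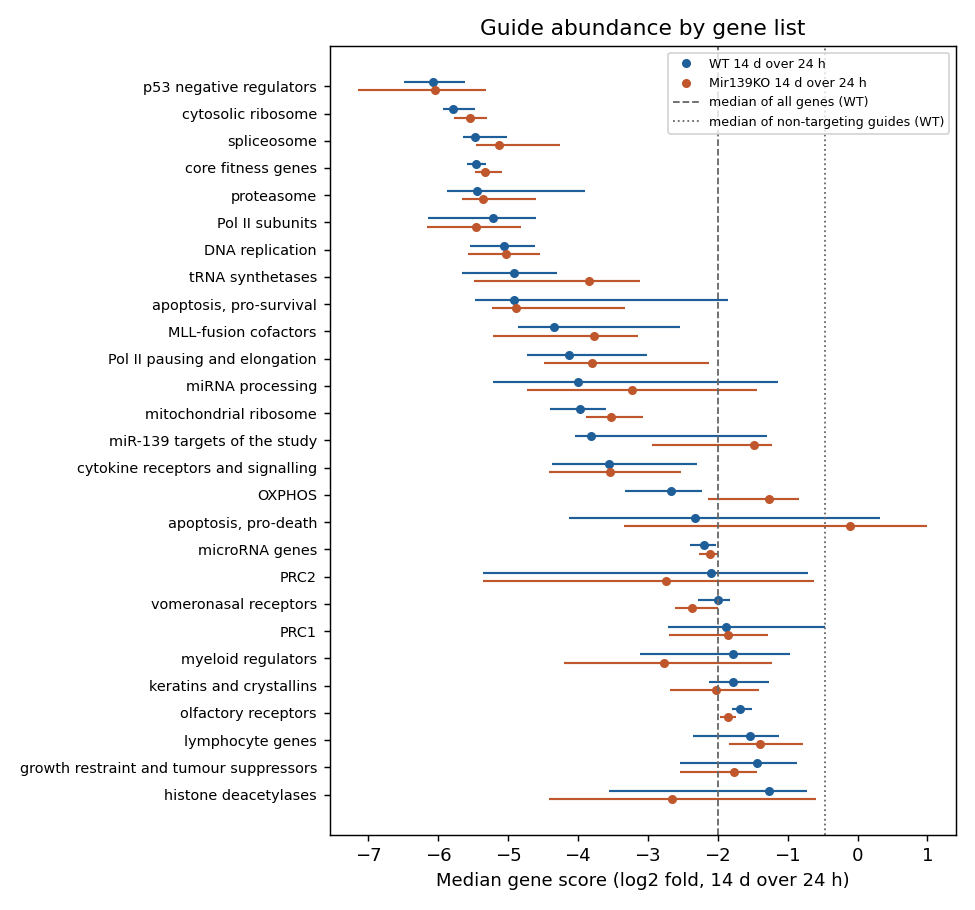
Median gene score of each list (log2 fold of 14 d over 24 h, horizontal axis) in WT and Mir139KO cells, with bars for the bootstrap interval over genes and vertical lines for the WT medians of all genes (-1.996) and of non-targeting guides (-0.47). Core fitness genes sit at -5.46 in WT and -5.32 in Mir139KO cells, and olfactory receptors at -1.67 and -1.85.

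Mir139KO cells at 14 d were compared with the same 24 h library, which came from WT cells. The core fitness median was -5.32 (-5.47 to -5.08), with 134 of 231 genes by the rule, and the cytosolic ribosome was at -5.54, the spliceosome at -5.13, the proteasome at -5.36, polymerase II subunits at -5.45, DNA replication at -5.03 and tRNA synthetases at -3.84. Mitochondrial ribosome genes were at -3.52. Oxidative phosphorylation genes were at -1.26, which was percentile 99.6 of random lists, on the opposite side of the random median of -1.80 from the WT culture. MLL-fusion cofactors were at -3.77, with Men1 at -6.86 (6 of 6 guides), Mllt3 at -4.92 (4 of 6), Dot1l at -3.67 (4 of 5) and Myb at -6.01 (5 of 5). With reads under 3 set to 3 the core fitness median was -3.96 and that of the cytosolic ribosome -4.28. PRC2 was at -2.74, with Rbbp4 at -6.88 and Eed at -2.16, and PRC1 was at -1.85.

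The lowest single genes in Mir139KO cells were Heatr3 at -7.82, Bccip at -7.41, Rps15a at -7.40, the purine synthesis gene Paics at -7.40, Rps21 at -7.39, Gnl2 at -7.32 and the mRNA capping enzyme gene Rngtt at -7.27. Pausing and elongation genes were at -3.80, microRNA processing at -3.23, cytokine signalling at -3.55, myeloid regulators at -2.76, histone deacetylases at -2.65 and growth restraint genes at -1.77. The negative regulators of p53 were at -6.04 (1 of 4 by the rule), pro-survival genes at -4.89 and pro-death genes at -0.11, the last at percentile 99.8 and at 0.14 with reads under 3 set to 3, and also above 0 with TMM, DESeq2 or non-targeting scaling, so its sign depends on the scaling and on the handling of low reads. Bax was at 3.81 with 3 of 5 guides higher, Trp53 at 2.12 with 3 of 6 higher and 2 of 6 lower, and Pmaip1 at 1.59. In WT cells Bax was at 1.71 and Trp53 at -1.23. The miR-139 target list was at -1.48, with Hpgd at -1.48 (3 of 6 guides), Eif4g2 at -2.93 (3 of 6) and Ptprt at -1.22 (2 of 6).

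The same comparison lists in Mir139KO cells were at -1.85 (olfactory), -2.37 (vomeronasal), -2.02 (keratins and crystallins), -1.39 (lymphocyte) and -2.10 (microRNA genes), against -1.98 for all genes and -0.68 for non-targeting guides. Their percentiles were 49.9, 0.060, 26.5, 82.3 and 100, in that order, so vomeronasal receptors lay as low among random lists as the 4 negative regulators of p53 in WT cells. With lists matched on 24 h reads alone, the percentiles were 92.9, 0.12, 33.6, 92.3 and 99.6 in the same order. The rule took 1823 of 19735 genes as lower and 0 as higher, against a shuffled mean of 1270.9 lower (1214 to 1328), and 22.7% of the non-targeting guides were lower (20.2 to 25.5%). Of the genes counted in both cultures, 689 were lower in both, where independent lists of these sizes would share 172.8. Across 21624 genes, which are not independent replicates, the scores of the cultures correlated with Pearson 0.36 and Spearman 0.31, and the covariance was 1.15. Both ratios share the 24 h library, and simulated unchanged libraries gave a correlation of 0.0083 and a covariance of 0.0083, while random sets of 6 non-targeting guides gave 0.090 and 0.087. These references share the 24 h library too, and their covariance was small beside 1.15. By them, shared 24 h reads may account for a small part of the agreement. With guides of sublibrary A for WT and of sublibrary B for Mir139KO, which share no 24 h read, the correlation was 0.13, against 0.27 with sublibrary A and 0.29 with sublibrary B in both cultures, where the same guides and 24 h reads are used. These differ in guides as well as in shared reads. A nearer reference for 0.13 is the correlation of sublibrary A with sublibrary B guides within a culture. By the mean of guides, it was 0.18 in WT and 0.16 in Mir139KO cells.

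The comparison of WT with Mir139KO cells at 14 d asks which genes are needed only when Mir139 is present. Polr2m (chromosome 9, 71478437 to 71485983), which encodes a polymerase II subunit associated with pausing, had 5 of 5 counted guides at least 10-fold lower in WT cells, with a median log2 fold of -4.36 at percentile 2.82 of the genes with as many counted guides. Its guides held 36 reads in WT and 1030 reads in Mir139KO cells at 14 d, from 694 reads at 24 h. Against the 24 h library, 5 of 6 guides were at least 5-fold lower in WT (median -4.07) and 1 of 6 in Mir139KO cells (median -0.03). With reads under 3 set to 3, 3 of the 5 Polr2m guides stayed 10-fold lower, so that the gene left the rule, and its median was -3.46. The others held 22 and 19 reads in Mir139KO cells, too few to be 10-fold above this floor whatever the WT reads. Leaving the rule was thus set by depth and does not count against a loss in WT.

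In total 17 genes had at least 5 guides 10-fold lower in WT cells. The lowest were Pilrb2 at -7.27, the thioesterase family gene Them6 at -5.93, Wdr27 at -5.89, the mitochondrial glycine carrier gene Slc25a38 at -5.80, Uvssa of transcription-coupled repair at -5.53, 9330182O14Rik at -5.49, the bitter taste receptor gene Tas2r117 at -5.22 and Cwf19l1 at -4.96. With reads under 3 set to 3, the rule gave 4 genes lower in WT, and of the 8 genes just named Pilrb2, Slc25a38 and Tas2r117 still met it. The rule gave 2 genes with 5 reads added and 1 with at least 50 reads. Under the floor of 3 reads, a guide with few reads in both libraries cannot reach 10-fold, so leaving the rule can reflect depth alone. In the opposite direction 22 genes were lower in Mir139KO cells, led by Rhbdf2 at 6.55, Prss46 at 6.42, Caskin2 at 5.94, the cap methyltransferase gene Cmtr1 at 5.90, Gm20822 at 5.78, the G protein subunit gene Gnb2 at 5.74, Bag6 at 5.64 and the H3K27 demethylase gene Kdm6a at 5.55. Of the 22 genes, 2 are Y-linked, Gm20822 among them, and 20 are left without these. With reads under 3 set to 3, the rule gave 10 genes lower in Mir139KO cells. Of the 8 genes named in this direction, Cmtr1 and Gnb2 no longer met it. For Prss46 the summed reads gave the opposite sign, because 1 guide was far higher in Mir139KO cells.

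As a reference for these numbers, the shuffles gave a mean of 14.8 genes lower in WT (central 95% 8 to 22), and 318 of 1000 shuffles reached 17 or more. In the opposite direction the mean was 13.96 (7 to 22), and 26 of 1000 shuffles reached 22 or more. The share of receptor guides lost would give 11.8 genes lower in WT and 16.4 in the opposite direction. That of non-targeting guides, which had more 24 h reads and were not matched on reads, would give 0.715 and 0.848. In the simulation, 37 of 21081 unchanged genes met the rule as lower in WT and 42 as higher. These exceed the 17 and 22 observed. The 21081 are genes with a score, of which the observed data held 20012, and 11340 observed genes had at least 5 counted guides. Simulated genes with at least 5 counted guides were not counted, so the share of eligible genes cannot be compared. Here too the number due to chance depends on the reference. Of the 952 counted non-targeting guides, 12.1% were at least 10-fold lower in WT (10.1 to 14.3%) and 12.5% in Mir139KO cells (10.5 to 14.8%), against 22.2% and 21.9% of guides on genes. At these depths, simulated genes with a log2 fold of -6 met the rule in 16% of cases and those with -4 in 4%, so a gene outside the 17 is not thereby shown to be unchanged.

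**Figure D2:**
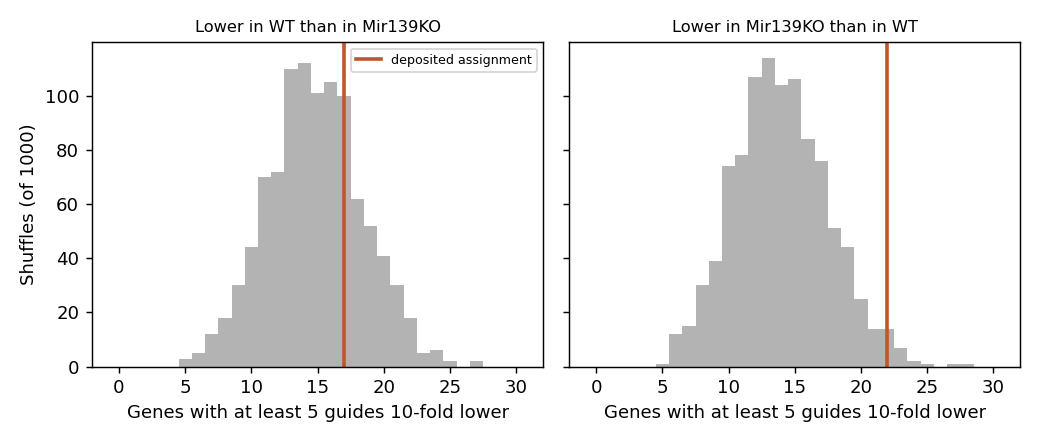
Number of genes with at least 5 guides 10-fold lower (horizontal axis) in 1000 shuffles of guides over genes (grey bars, number of shuffles on the vertical axis), with the number for the deposited assignment as a line. The line stands at 17 for genes lower in WT and at 22 for genes lower in Mir139KO cells.

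By gene list, of genes with at least 5 counted guides, 0 of 24 mitochondrial ribosome genes and 0 of 46 oxidative phosphorylation genes met the guide rule. As lower in WT, 2 of 9 pausing and elongation genes (Polr2m and Supt6), 1 of 3 cytosolic ribosome genes and 1 of 20 core fitness genes met it. In the opposite direction, 1 of 17 growth restraint genes and 1 of 672 olfactory receptors did. Mitochondrial ribosome genes were lower in WT than in Mir139KO cells, with a median of -1.46 (-1.99 to -0.31) over 69 scored genes at percentile 0, and oxidative phosphorylation genes had -1.23 (-1.80 to -0.53) over 81 genes at percentile 0.010. The tRNA synthetases had -2.46 over 14 genes, and the cytosolic ribosome -1.54 over 25 genes (-2.86 to 0.35). Proteasome genes were at 1.53 (-0.17 to 2.70), but sublibrary B alone gave -0.22. Pausing and elongation genes, which include Polr2m, were at -1.25 (-3.52 to 1.11) and percentile 2.76, and the intervals of these 4 lists included 0, while core fitness genes were at -0.38, PRC2 at 0.96, PRC1 at 0.86 and MLL-fusion cofactors at -0.49. With reads under 3 set to 3, the medians were -1.21 for the mitochondrial ribosome, -1.18 for oxidative phosphorylation and -1.65 for tRNA synthetases. Pro-survival genes were at 2.15 over 4 scored genes, the spliceosome at -1.17, miR-139 targets at -0.87, pro-death genes at -0.70, DNA replication at -0.56, cytokine signalling at -0.40, keratins and crystallins at -0.39, lymphocyte genes at -0.32, histone deacetylases at -0.27, polymerase II subunits at -0.23, microRNA genes at -0.16, vomeronasal receptors at -0.14 and growth restraint genes at -0.046. Olfactory receptors were at 0.17, microRNA processing at 0.26 and myeloid regulators at 0.32, and only 1 negative regulator of p53 had a score. The median of all genes was 0.027. Genes lost from both cultures have too few reads here, and Men1, Dot1l, Mllt3 and Rbbp4 had fewer than 3 counted guides and no score. Hpgd had 3 of 4 counted guides lower at -4.62, Eed was at -1.54, Eif4g2 at -0.87 and Ptprt at -0.55.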

Values the study reported

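The study reported 16 genes with 5–6 guides reduced at least 10 fold in WT compared with Mir139KO MLL-AF9 cells, among guides with 10 or more reads in both together. From control guides it put the chance that a loss of 5 or more guides per gene is an artifact at >0.0016%.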

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

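The tests of the WT to Mir139KO shuffles and of a tighter WT bottleneck were chosen after their results had been seen, while the correlation between sublibraries and the number of genes lost from WT alone were tested on predictions written first.

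A part of the reads matched no guide and was not analysed, at 17.1% in the 24 h library, 20.6% in WT and 20.1% in Mir139KO cells at 14 d.

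Several genes named in the report, and Il6st of the cytokine list, had a median log2 fold over 24 h of opposite sign in the cultures, and these differences were not tested. Genes not named here can show the same. Signs were taken relative to 0, while the median of all genes was -1.996 in WT and -1.98 in Mir139KO cells. Below 0 in WT and above 0 in Mir139KO cells were Them6 (-5.57 and 0.051), Wdr27 (-5.14 and 0.54), Slc25a38 (-5.98 and 0.26), 9330182O14Rik (-5.15 and 1.25) and Trp53 (-1.23 and 2.12). The WT value of Trp53 thus lay above that of the median gene. Above 0 in WT and below 0 in Mir139KO cells were Bag6 (2.75 and -1.96), Rhbdf2 (0.61 and -4.79), Prss46 (0.39 and -5.35), Caskin2 (0.90 and -4.19), Gm20822 (0.49 and -5.44), Gnb2 (0.096 and -5.18), Kdm6a (1.52 and -3.93) and Il6st (0.26 and -5.79). Bag6 in Mir139KO cells lay at percentile 50.7 of genes with as many counted guides, so it was not lost there more than a typical gene. Most were named because the cultures differed, so opposite signs among them carry no further evidence.

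For the 17 genes lower in WT than in Mir139KO cells, a tighter WT bottleneck was argued against by the 22 genes in the opposite direction. Chance loss of single guides could account for the number if guides on genes are the reference, since 318 of 1000 shuffles gave as many. The receptor guide share would give 11.8, and 37 of 21081 simulated unchanged genes, drifting like receptor guides, met the rule. But shuffles include guides lost from required genes. The non-targeting share would give only 0.715, but it was not matched on reads. Non-targeting guides had more 24 h reads (median 250 against 136 for guides on genes). Weighted to guides with a median of 104 reads, the non-targeting share 5-fold lower than at 24 h rose from 23.7% to 39.1% in WT. The value of 0.715 may therefore be too low. Across genes, the mean log2 folds of sublibrary A and sublibrary B guides correlated at 0.0071 in this comparison, against 0.18 and 0.16 for the 14 d to 24 h comparisons, and 94 genes were lost in WT and kept in Mir139KO cells (Polr2m among them), where shuffles gave a mean of 100.9. These tests bear on the set of genes and leave open an effect of any single gene such as Polr2m. With 1 culture per genotype, the genotype cannot be separated from the culture in this screen. Outside the screen, the study reported that Polr2m knockout lowered colony outgrowth and viability in MLL-AF9 cells relative to Mir139KO ones. It also reported more pri-miR-139 in human AML cells with POLR2M targeted. Those experiments were not examined here.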

How the results depend on the processing

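The exchange of sublibraries, the floor of 3 reads, separate non-targeting entries and the count without Y-linked genes were chosen after seeing the data. Single sublibraries, summed reads and the mean of guides give no counts of genes, and scaling per sublibrary was not run for non-targeting shares, since these guides lie in both. Of the values that answer a comparison, 151 stayed within their error or within the allowed range of counts and 80 moved. Of the others, 3251 stayed, 360 moved and 13 were labelled as changing sign. That label was given only to lists at extreme percentiles and to genes meeting the guide rule. Other values that crossed 0 are among those that stayed or moved. Scaling moved the median of all genes in WT from -1.996 to -1.12 (TMM), -0.94 (DESeq2) and -1.66 (non-targeting), and in Mir139KO cells from -1.98 to -1.07, -0.91 and -1.45. Apart from counts that change because a threshold or filter admits fewer or more guides, the cause was not tested. The number of genes with at least 5 guides 5-fold lower, WT 14 d vs WT 24 h, was 1115 with TMM factors, 1015 with DESeq2 factors, 685 with at least 50 reads, 634 with at least 50 scaled reads at 24 h, 1034 at 10-fold, 5371 with 4 guides and 418 with all 6. The number of genes with at least 5 guides 5-fold lower, KO 14 d vs WT 24 h, was 1065, 984, 675, 627, 1017, 5178 and 379 in the same order. Genes 5-fold higher numbered 3 (WT) and 2 (Mir139KO) with TMM factors and 4 and 3 with DESeq2 factors, and in WT 2 with non-targeting scaling, 4 with 4 guides and 0 at 10-fold. Genes 10-fold lower in WT than in Mir139KO cells, and in the opposite direction, numbered 2 and 7 with 5 reads added, 1 and 9 with at least 50 reads, 2 and 0 with at least 50 scaled reads in the reference library, 47 and 61 at 5-fold, 158 and 218 with 4 guides, 2 and 0 with all 6 guides and 4 and 10 with reads under 3 set to 3. The Polr2m median was -2.99 with 5 reads added. For non-targeting guides 5-fold lower (percent), WT 14 d vs WT 24 h, the values were 16.97 with TMM factors, 15.8 with DESeq2 factors, 21.0 with non-targeting scaling and 16.1 at 10-fold. For non-targeting guides 5-fold lower (percent), KO 14 d vs WT 24 h, the values were 15.9, 14.7, 17.8 and 15.3 in the same order. Non-targeting guides lower in WT than in Mir139KO cells made up 9.77% with 5 reads added and 19.4% at 5-fold. For non-targeting guides 10-fold lower (percent), KO 14 d vs WT 14 d, the values were 9.98 and 21.3, and 3.07 with at least 50 scaled reads in the reference library. The core fitness medians in WT and Mir139KO cells were -6.01 and -5.91 with 0.5 reads added, -3.83 and -3.63 with 5, -4.75 and -4.64 with TMM factors, -4.53 and -4.43 with DESeq2 factors, -5.16 and -4.95 with non-targeting scaling, -5.82 and -5.54 with at least 50 reads, -5.83 and -5.66 with at least 50 scaled reads at 24 h, -4.94 and -4.69 by the mean of guides, -3.03 and -2.76 by summed reads and -4.19 and -3.96 with reads under 3 set to 3. Sublibrary B alone gave -5.25 in WT, and the WT to Mir139KO median was -1.88 with at least 50 scaled reads in the reference library. Over the settings tried, the WT to Mir139KO median of core fitness genes ran from -1.88 to 0.018, so its sign was not fixed. The correlation of the cultures was 0.38 with 0.5 reads added, 0.31 with 5, 0.27 and 0.29 with sublibrary A or B alone, 0.41 by the mean of guides, 0.31 by summed reads, 0.31 with reads under 3 set to 3 and 0.13 in both exchanges of sublibraries. By summed reads Prss46 turned to 1.87 (Mir139KO over 24 h), the value of Prss46 guide median log2 fold, WT 14 d vs KO 14 d, turned to -1.59, and oxidative phosphorylation in Mir139KO cells turned to 0.16. Pro-death genes in Mir139KO cells turned to 0.15 with 5 reads added, 0.92 with DESeq2 and 0.77 with TMM factors, 0.40 with non-targeting scaling, 0.66 with at least 50 reads, 0.70 with at least 50 scaled reads at 24 h, 0.14 with reads under 3 set to 3 and 1.29 by summed reads. Proteasome genes between WT and Mir139KO cells turned to -0.22 in sublibrary B and -0.32 with at least 50 scaled reads in the reference library. Between WT and Mir139KO cells 20012 genes had a score, against 21626 for each culture against 24 h, since guides with few reads in both 14 d libraries are not counted there.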

Other observations

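The tests on receptor guides, on cutting by Cas9 and, except for the own-symbol Y-linked genes in the comparison of WT with Mir139KO cells, all tests on Y-linked guides were chosen after the results had been seen, as was the joining of Y-linked entries with matching reads.

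By the sum of both scores, the lowest of the genes named here were Grwd1 (-7.28 in WT and -7.07 in Mir139KO cells), Tkt (-7.64 and -6.66), Mthfd1 (-7.42 and -6.51) and Mdm4 (-6.49 and -7.14). Core fitness genes made up 98 of the 689 genes lower in both.

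Guides against genes were lost more often than non-targeting guides, which are in both sublibraries and so had more reads at 24 h (median 250 against 136). At equal 24 h reads the difference remained 10.3 percentage points in WT and 10.7 in Mir139KO cells, which argues against double representation as the whole cause. Receptor guides stayed 6.34 and 8.35 percentage points above non-targeting guides, which argues against loss of required genes as the whole cause. A cost of DNA cutting by Cas9 may contribute, but Y-linked sequences, lost 2.14 percentage points more often than receptor guides in WT and 10.2 in Mir139KO cells, did not settle it, since whether either culture holds a Y chromosome is not known.

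Guides listed against the 39 scored Y-linked genes had a median log2 fold over 24 h of -0.42 in WT and -2.60 in Mir139KO cells, while medians of autosomes lay between -2.27 and -1.74 in WT and between -2.17 and -1.84 in Mir139KO cells, and 23.3% of the counted guides as listed were 5-fold lower in WT and 53.7% in Mir139KO cells. The difference was in both sublibraries (medians of WT over Mir139KO 1.73 and 2.93), which argues against a sublibrary effect. Many of the 234 guides had matching reads in all libraries, and joining them left 80 sequences, of which 32.5% were 5-fold lower in WT and 41.3% in Mir139KO cells, a difference of 8.75 percentage points with overlapping exact binomial intervals, so the pattern may come from a few sequences counted many times. Donor sex was not settled, as joined sequences were lost 8.08 percentage points more often than non-targeting guides of equal reads in WT and 18.5 in Mir139KO cells. The 9 Y-linked genes with an own symbol went both ways, with 4 above 0 and a median of WT over Mir139KO of -1.88, and their loss in WT was 13.9 percentage points above non-targeting guides, whose share of 39.1% lay within its interval (38.5 to 67.1%), while in Mir139KO cells 37.3% of their guides were lower against 40.0% of non-targeting guides, which runs against more loss there, so no claim on donor sex is made.

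The chance that 6 random non-targeting guides include at least 5 that are 10-fold lower in WT than in Mir139KO cells was 0.0129% here. These guides had more 24 h reads than guides on genes, so the chance may be higher for guides on genes. The value quoted from the study above is an open lower bound, and the study does not state the read filter behind it, so no difference from it is claimed.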
